A study of Mus musculus with 48 samples.

How the data were processed

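RNA from the whole livers of 48 mice was measured by RNA-seq. Per the labels, the mice carried a floxed Pparg gene and fell into 10 groups by sex, diet and genotype. The low fat (LF) diet was fed for 34 weeks in females, the high fat (HF) diet for 34 weeks in both sexes, and in the HFCF groups 18 weeks of the HF diet were followed by 16 weeks of a diet high in fat, cholesterol and fructose. After 16 weeks on diet, mice received AAV8-TBG-Cre, an adeno-associated virus that expresses Cre recombinase in hepatocytes, or the same virus without Cre (control). Each male group had 6 livers and each female group had 4. In the female HFCF controls the replicates are numbered 1, 2, 3 and 5.

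The deposited read counts are whole numbers per gene, 1 column per library, with no normalization, per the file headers. Per the labels, the libraries were not strand specific and had inserts of 250 to 300 bp. The aligner, the counting tool, their versions, the genome build and the annotation are not stated per the labels or the file headers. The gene coordinates in the deposited tables equal those of GENCODE release M21 (GRCm38) for 28421 of 29210 genes found in both, or 97.3%, and the coordinates printed here are those of the tables. The 11 deposited tables each cover 1 comparison and list genes with at least 2 reads summed over their libraries. A library's counts were the same in each table that held it: 0 of 1341082 repeated values differed. The tables were therefore joined into 1 matrix of 29221 genes by 48 libraries, with a gene missing from a table set to 0 there. The tables also hold a second value per library that the authors computed, a normalised signal, which was checked to be the count divided by 1 factor per library. It was used only for that check. The authors' log2 fold changes and the authors' p-values in the deposited tables come from a test whose name is not stated; they served only for comparison with the values computed here. In HF males the authors' adjusted p was under 0.05 for 2904 genes, of which 2557 were called here, and in HF females for 64, of which 0 were called here. No column of per-sample values was left without a sample (0 columns).

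Depth ranged from 15338239 to 22072884 reads on genes per library. The biological coefficient of variation fitted per comparison ran from 0.138 (labelled knockout, HF males) to 0.214 (HF against LF, control females). CPM values, counts scaled to a common library size, were computed with trimmed-mean-of-M-values (TMM) factors from edgeR 4.0.16 in R 4.3.3. Each of 11 pairwise comparisons was fitted to its 2 groups alone. Genes were kept by edgeR's filterByExpr and tested with edgeR's quasi-likelihood F test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in that comparison. A gene is called where the adjusted p is under 0.05. The 7 interaction tests used the same method on the 4 groups concerned, with a positive coefficient where the effect was more positive on the second diet or in males. Because Pparg was not lower in the libraries labelled knockout, the term labelled knockout is used throughout. For Pparg, a 2-sided exact permutation test of log2 CPM was added, with Benjamini-Hochberg adjustment over 5 comparisons.

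The sample groups, the tests, the alternatives and the 6 gene lists of the set tests were chosen before the data were examined. The lists are PPARG-associated lipid genes, lipogenesis, cholesterol synthesis, extracellular matrix, macrophage and inflammation, and PPARA targets. They were tested in each comparison with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 66 tests. In the counts "adjusted over the list alone", the Benjamini-Hochberg method was applied to the members of 1 list in 1 comparison. Lists of sex, resident Kupffer cell, hepatocyte, blood, pancreas, adipose and feminized or masculinized liver genes served as checks. Of the 185 list genes, 180 were found in the tables. Pearson correlations of log2 fold changes across genes, with Spearman correlations beside them, were computed for 10 pairs of labelled-knockout comparisons, none of which share a library. Besides Pparg and the members of the lists, the genes named are up to 4 that rose and 4 that fell in a comparison, ranked by absolute log2 fold change among called genes with a mean of at least 1 CPM, a symbol that is not that of a predicted gene, and no overlap between the groups. For interactions the rank was by p and the overlap was not used. Genes that overlap another gene or have close paralogs are named as uncertain, because reads were not assigned by strand.

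The alternatives were DESeq2 1.42.0 size factors in place of TMM, the DESeq2 Wald test, no filter on low counts, at least 10 counts in every library, an absolute log2 fold change of at least 1 beside the adjusted p, all groups of the sex (or all groups) in one fit, the replicate number as a block, and the omission of each replicate in turn. For the lists, the alternatives were fry and an estimated correlation. For the correlations, the alternative was the set of genes with a mean of at least 10 CPM. Robust quasi-likelihood estimation and an exact permutation test of the mean log2(CPM + 0.5) of each list were added after the data were seen. Gene counts were compared with other splits of the same libraries: all 35 splits for groups of 4, 100 drawn splits for groups of 6, and 40 drawn regroupings for interactions.

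The tests were tried on simulated counts with 200 genes changed. In the simulation of labelled knockout against control in HF males, the quasi-likelihood test recovered 90.5% of the changed genes among 13885 genes, with 13 false calls. In that of HF females it recovered 74.0% among 13926 genes, with 10 false calls. For the labelled-knockout-by-diet interaction in males it recovered 83.0% among 14922 genes, and for the labelled-knockout-by-sex interaction on the HF diet 66.0% among 14826 genes. Scripts in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 joined the tables and drew the figures. Counts per exon were not used here.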

Results

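Whole-liver RNA-seq was compared between floxed mice given a hepatocyte-directed Cre virus (labelled knockout of PPARγ, the product of Pparg) and mice given the virus without Cre. Males on the HF and HFCF diets gave 4 groups of 6 libraries. Females on the LF, HF and HFCF diets gave 6 groups of 4 libraries. Libraries held 15338239 to 22072884 reads on genes. The first principal component of log2 CPM carried 36.9% of the variance and the second 15.5%.

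**Figure D1:**
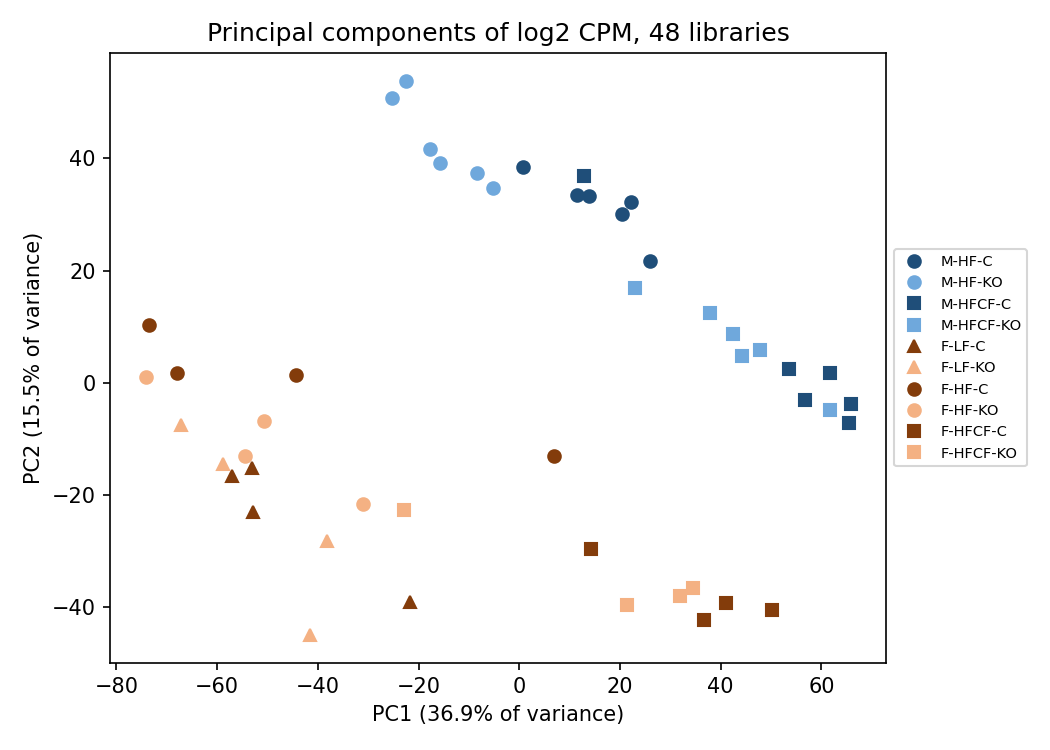
First against second principal component of log2 CPM for the 48 libraries (axes in arbitrary units), with shape for diet and colour for sex and genotype. PC1 carries 36.9% and PC2 15.5% of the variance; 1 male HFCF control lies among the male HF controls, 1 female HF control lies beside the female HFCF libraries, and 1 female HFCF labelled knockout lies nearer the female HF and LF libraries.

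Pparg (ENSMUSG00000000440, GRCm38 chromosome 6, 115360951 to 115490399, plus strand) was examined first, as a check of the labels. Its mean was not lower in any of the labelled-knockout groups. In HFCF males it measured 55.9 ± 6.05 CPM (SD, n = 6) in labelled knockouts and 32.0 ± 5.59 CPM (n = 6) in controls. That log2 difference was 0.81 (SE 0.11), with an edgeR quasi-likelihood adjusted p of 0.000805 and a 2-sided exact permutation p of 0.00216 (adjusted over 5 comparisons, 0.0108), the smallest p that 6 against 6 libraries allow. In HF males the values were 41.2 ± 14.1 and 34.3 ± 3.95 CPM, a log2 difference of 0.26, with an exact permutation p of 0.502. Labelled-knockout replicate 6 of that group stood at 18.1 CPM, below the lowest control at 27.7 CPM; without it the log2 difference was 0.41 and its edgeR adjusted p 0.0189. In HFCF females Pparg measured 46.0 ± 9.21 against 23.7 ± 1.34 CPM (n = 4 each), a log2 difference of 0.97 with an edgeR adjusted p of 0.0422 and an exact permutation p of 0.0286 (adjusted 0.0714), the smallest that 4 against 4 allow. That call held in 1 of the 8 fits that left out a library, that without labelled-knockout replicate 1. In HF females the values were 28.8 ± 8.13 and 18.6 ± 4.19 CPM, with a log2 difference of 0.64 and an exact permutation p of 0.0571. In LF females they were 15.6 ± 5.48 and 10.5 ± 3.29 CPM, with a log2 difference of 0.57 and an exact permutation p of 0.2. In 1 fit of all female groups the HFCF female value was 0.95 with an adjusted p of 0.179. The counts cover the whole gene, so reads from exons inside and outside the deleted part are not separated. An overlapping gene, Gm44079, held at most 3 reads in a library.

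**Figure D2:**
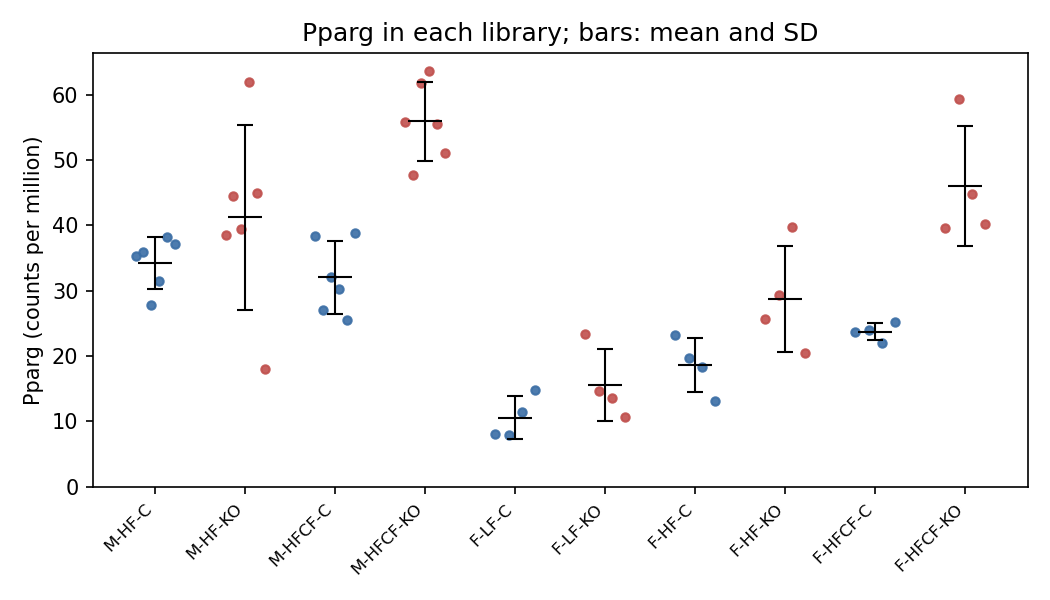
Pparg in CPM in each library (points), with the mean and SD of each group (black) and labelled knockouts in red. In HFCF livers of both sexes each labelled knockout lies above each control, at 47.8 to 63.6 against 25.5 to 38.9 CPM in males.

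The effect of the labelled knockout in males on the HF diet was asked of 6 against 6 libraries. Of 14041 genes, 2591 were called (edgeR quasi-likelihood, Benjamini-Hochberg), 1204 higher and 1387 lower in the labelled knockout. With an absolute log2 fold change of at least 1 as well, 334 remained, the largest move among the alternatives. Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760) fell from 134 ± 15.7 to 5.24 ± 0.798 CPM (n = 6 each), a log2 change of -4.68 with an adjusted p of 1.14e-13. Cidea (ENSMUSG00000024526, chromosome 18, 67343564 to 67367794), which overlaps B430212C06Rik, fell from 20.4 ± 6.79 to 0.311 ± 0.177 CPM, a log2 change of -5.99 with an adjusted p of 5.17e-08. Aqp7 (ENSMUSG00000028427, chromosome 4, 41033074 to 41048139) had a log2 change of -5.33. Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655) had 3 reads in the 6 labelled knockouts and 476 in the 6 controls, a ratio of 150 with a 95% exact counting interval of 50.9 to 729. That interval covers the counting of reads only and leaves out the spread between animals (4.27 ± 2.25 CPM in the controls). The 4 named genes that rose were Slco1a1 (log2 change 3.11, overlapping Gm22036), Cyp2c54 (2.41, with close paralogs), Lrtm1 (2.25, inside Cacna2d3) and Chic1 (from 1.28 to 5.16 CPM, overlapping Gm26952). Slco1a1 went from 16.3 ± 5.44 to 141 ± 217 CPM, so its SD in the labelled knockouts was larger than its mean. All 8 kept an adjusted p under 0.05 in each of the 12 fits that left out 1 library.

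Of the 16 PPARG-associated lipid genes tested in HF males, 14 were called lower over all genes and 14 adjusted over the list alone, and their median log2 change was -0.86. The extracellular matrix list had 22 of 27 members called lower over all genes and 23 adjusted over the list alone, with a median of -0.69. Of these, Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 83.6 ± 23.7 to 35.9 ± 10.1 CPM, with an adjusted p of 0.000725. The macrophage and inflammation list had 11 of 24 members lower under both adjustments (median -0.40). Of 21 PPARA targets, 11 were lower over all genes and 15 lower with 1 higher adjusted over the list alone (median -0.47). Lipogenesis had 9 lower and 1 higher over all genes, and 9 lower and 2 higher over the list alone, of 18. In the cholesterol synthesis list 0 of 22 were called by either adjustment, with 1 at an unadjusted p under 0.05.

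On the HFCF diet, 324 of 14685 genes were called in males, 137 higher and 187 lower in the labelled knockout. The count depended on 1 control: without control replicate 1 it was 1052, and in the other 11 fits that left out a library it ran from 185 (without labelled-knockout replicate 5) to 388. Cidea fell from 20.6 ± 6.92 to 0.459 ± 0.333 CPM (n = 6 each), a log2 change of -5.44 with an edgeR adjusted p of 5.94e-07. Cfd had 12 reads in the labelled knockouts against 1038 in the controls, a log2 change of -6.38. Sdcbp2 (ENSMUSG00000027456, chromosome 2, 151572622 to 151590005) had a log2 change of -4.65, and Serpina4-ps1, a pseudogene with close relatives, one of -5.23. The genes that rose most were Cyp2b13 (3.89) and Cyp2b9 (1.63), paralogs that can share reads, Slc22a26 (1.96) and Atp2b2 (1.82, overlapping Gm44167). Of these 8, Atp2b2 lost its call in 6 of the 12 fits that left out a library and the other 7 kept theirs. The PPARG-associated list had 9 of 16 members lower over all genes and 10 adjusted over the list alone (median -0.73). PPARA targets had 4 lower over all genes and 5 over the list alone, of 22. Cholesterol synthesis genes had 0 called over all genes and 8 higher adjusted over the list alone, with 12 of 22 at an unadjusted p under 0.05. The extracellular matrix, macrophage and lipogenesis lists had 0 called by either adjustment, with 2, 3 and 3 members at an unadjusted p under 0.05.

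Whether the labelled-knockout effect in males differed between the diets was tested as an interaction over 24 libraries. It was called for 235 of 15096 genes, 149 with a more positive effect on the HFCF diet and 86 with a more negative one. By ratio, an absolute log2 difference of at least 1 as well moved this count most, to 75; the DESeq2 Wald test gave 600. Leaving out 1 library gave 119 (without HF control replicate 3) to 412 (without HF control replicate 2). Osbpl3 (ENSMUSG00000029822, chromosome 6, 50293330 to 50456201) measured 99.6 ± 12.1 CPM in HF controls and 13.1 ± 5.91 CPM in HF labelled knockouts, but 105 ± 16.8 and 85.2 ± 13.7 CPM on the HFCF diet (n = 6 each). That interaction was 2.61 on the log2 scale (SE 0.26, adjusted p 2.40e-06). Cidec, at 160 ± 8.21 CPM in HFCF controls and 26.8 ± 11.8 CPM in HFCF labelled knockouts, had an interaction of 2.10 (adjusted p 0.000236). Gprc5b (2.18) and Tgfbr2 (0.94) also had more positive effects on the HFCF diet. Serpina11 (-0.99, with paralogs nearby), Cela1 (-1.96), Nmral1 (-0.96) and Arhgef10l (-0.52) had more negative ones. All 8 kept their calls in each of the 24 fits that left out a library. Among the PPARG-associated genes, Aqp7 had an interaction of 3.78 (adjusted p 0.00742), resting on 7 reads in the HF labelled knockouts, and Cidea had one of 0.54 (adjusted p 0.725).

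**Figure D3:**
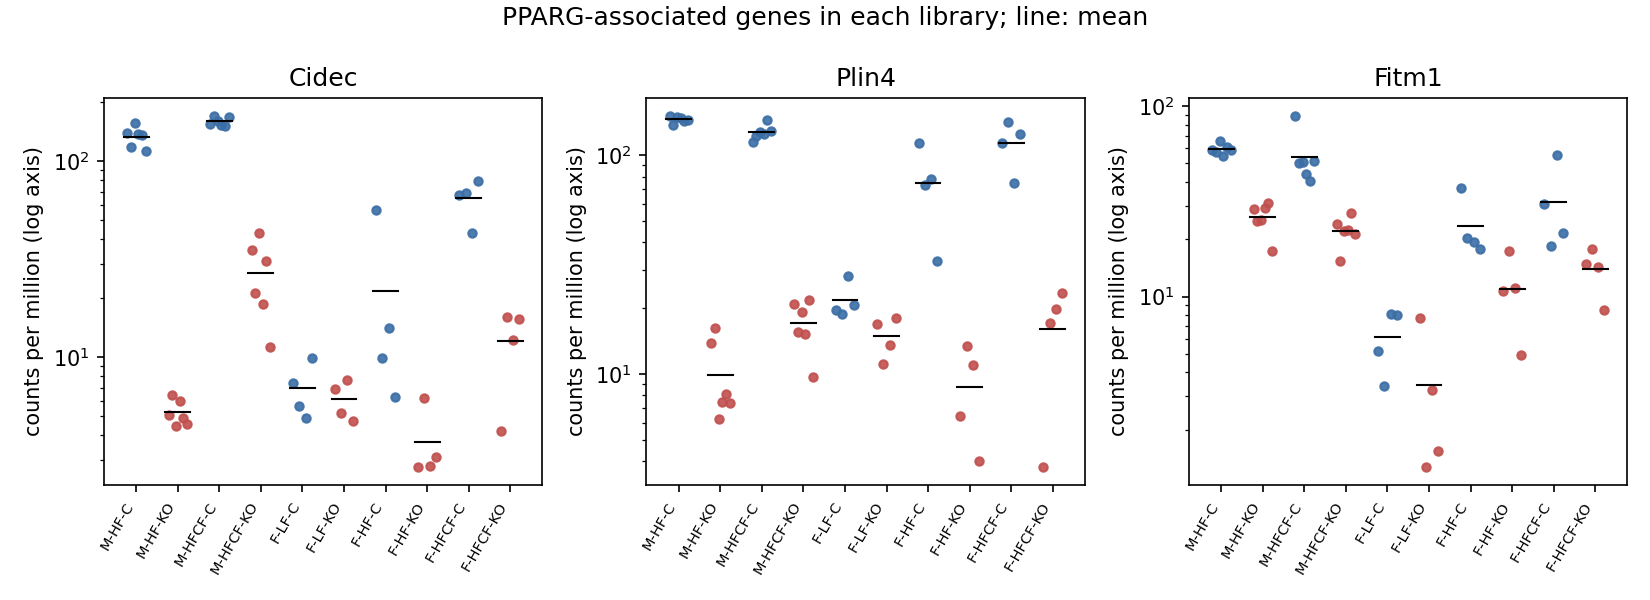
Cidec, Plin4 and Fitm1 in CPM (log axis) in each library, with a line at each group mean and labelled knockouts in red. In HF and HFCF males each labelled knockout lies below each control for all 3 genes, with Cidec means of 134 and 5.24 CPM on the HF diet and 160 and 26.8 CPM on the HFCF diet.

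In females the same question was asked of 4 against 4 libraries on each diet. On the LF diet 0 of 14285 genes were called, with 355 at an unadjusted p under 0.05, and on the HF diet 0 of 14128, with 1135. The DESeq2 Wald test gave 7 and 60. On the HFCF diet 8 of 14980 genes were called, 1 higher and 7 lower, with 1340 at an unadjusted p under 0.05; the Wald test called 80. Without labelled-knockout replicate 2 the count on the HFCF diet was 0, and without labelled-knockout replicate 1 it was 19; the other 6 fits gave 1 or 2. Gal3st1 (ENSMUSG00000049721, chromosome 11, 3983636 to 3999326) fell from 12.7 ± 2.25 to 3.68 ± 0.359 CPM (n = 4 each), a log2 change of -1.76 with an edgeR adjusted p of 0.00544. It kept its call in 7 of the 8 fits that left out a library. Cidec fell from 64.7 ± 15.3 to 12.1 ± 5.52 CPM (log2 change -2.39, adjusted p 0.0422). Mogat1 (-1.64, overlapping BC035947) and Clstn3 (-1.44) were also lower. Cidec kept its call in 1, and Mogat1 and Clstn3 in 2, of those 8 fits. All 8 called genes changed in the same direction in the male HFCF comparison, where each was called, and 7 of the 8 were called in HF males, against 0.175 and 1.48 expected by chance.

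The PPARG-associated list in females had 0 of 13 members called on the LF diet by either adjustment, with 1 at an unadjusted p under 0.05. On the HF diet 0 were called over all genes and 7 of 13 lower adjusted over the list alone, and on the HFCF diet 2 and 6 of 14. The median log2 changes were -0.27, -0.65 and -0.50. In HF females 9 of 21 PPARA targets were lower adjusted over the list alone and 0 over all genes. On the HFCF diet 1 of 22 was lower under either adjustment, and on the LF diet 0 of 21, with 0 at an unadjusted p under 0.05. Cholesterol synthesis had 0 called over all genes on each diet; adjusted over the list alone, 7 of 22 were higher on the HFCF diet and 0 on the others, with 12 (LF) and 0 (HF) at an unadjusted p under 0.05. The extracellular matrix, macrophage and lipogenesis lists had 0 called by either adjustment on each diet, with at most 5 members at an unadjusted p under 0.05.

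A difference between diets in the labelled-knockout effect was called for 0 genes in females, with 667 of 15445 at an unadjusted p under 0.05 for HFCF against HF and 554 of 14938 for HF against LF. The difference between the sexes was called for 0 of 15024 genes on the HF diet, with 1590 at an unadjusted p under 0.05, and for 0 of 15673 on the HFCF diet, with 1515. The count of 0 on the HF diet rested on 1 library: without female HF control replicate 1 it was 287. By the quasi-likelihood test with all libraries, the 2591 calls in HF males beside 0 in HF females are therefore not shown to be a sex difference. With all libraries the DESeq2 Wald test called 47 genes for this difference, all groups in one fit 2, and no filter on low counts 1. Across genes, which are not independent replicates, the log2 changes correlated at 0.487 (Pearson) between the HF and HFCF males and at 0.518 between HFCF females and HF males. The value was 0.380 between HFCF females and HFCF males, 0.293 between HF females and HFCF males, and 0.213 between HF and HFCF females. Between HF females and HF males it was 0.366, but 0.00388 without female HF control replicate 1, which also took the HF and HFCF female value to -0.00425 and that with HFCF males to 0.136. The 0.518 fell to 0.345 without HFCF labelled-knockout female replicate 1. With all libraries, Spearman correlations of the pairs above, in the order given, were 0.351, 0.508, 0.219, 0.195, 0.237 and 0.294. Pearson correlations of the LF female comparison with the others ran from 0.0157 to 0.144. Of genes called in both male comparisons, 224 in all, 216 changed in the same direction; chance would give 59.5 shared calls. Among the 2578 HF calls tested on both diets, 78.1% had the same sign on the HFCF diet.

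**Figure D4:**
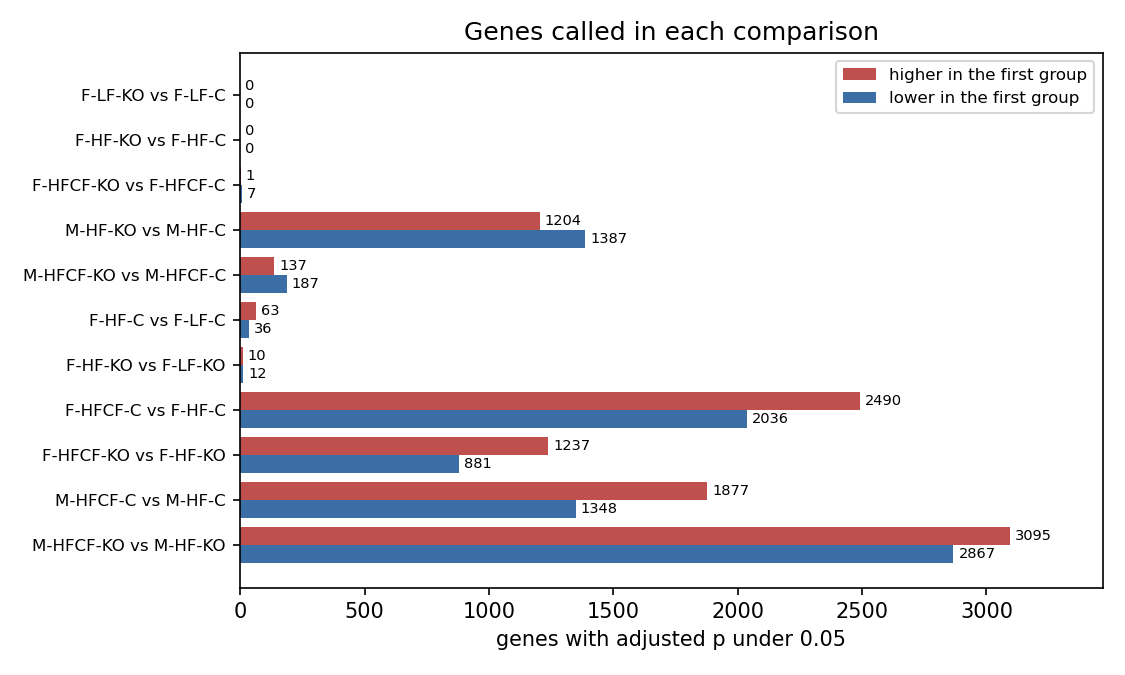
Number of genes called (adjusted p under 0.05) higher (red) and lower (blue) in the first group of each of the 11 comparisons. Labelled knockout against control called 2591 genes in HF males, 324 in HFCF males, 8 in HFCF females and 0 in HF and LF females.

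The HF diet was compared with the LF diet in females only. Of 14216 genes, 99 were called in controls, 63 higher and 36 lower on the HF diet, and 22 of 14214 in labelled knockouts, 10 higher and 12 lower. The Wald test gave 638 and 499. Across the 8 fits that each left out a library, the first ran from 10 (without LF control replicate 4, for example) to 112, and the second from 0 (without LF labelled-knockout replicate 2, for example) to 124 (without LF labelled-knockout replicate 1). For LF labelled-knockout replicate 2, the animal number in the sample label (FLK1100) is missing from the series text, which lists FLK1110. In controls, A1bg (ENSMUSG00000022347, chromosome 15, 60896859 to 60923012, overlapping 4930402D18Rik) had 675 ± 656 CPM on the LF diet and 2.81 ± 1.83 on the HF diet (n = 4 each), with an edgeR adjusted p of 0.0113. Smad9 (-4.10), Adcy1 (-3.45) and Lepr (-2.77) were also lower, and Gpc1 (2.74, overlapping Ankmy1), Sema5b (2.49, overlapping Gm5963), Gpr12 (1.98) and Fitm1 (1.95, overlapping Gm15932) higher. Smad9 alone kept its call in each of the 8 fits that left out a library. In labelled knockouts Lepr (-4.08), Rims4 (-3.63), Gadd45g (-3.48) and G6pc (-1.83) were lower, and Gbp10 (1.44, with close paralogs), Car3 (1.22), Map2k6 (1.21) and Serpinb8 (1.10) higher; 0 of these 8 kept a call in all 8 fits. Of the 22 genes called in labelled knockouts, 5 were called in controls too, all 5 in the same direction. In controls, the PPARG-associated list had 2 of 13 members higher over all genes and 4 adjusted over the list alone. Cholesterol synthesis had 0 over all genes and 7 of 22 higher over the list alone, and lipogenesis 0 and 1 lower of 18. The other 3 lists had 0 by either adjustment, with at most 2 members at an unadjusted p under 0.05. In labelled knockouts, 1 PPARG-associated gene was lower over all genes and 0 members of the other lists were called. Adjusted over the list alone, 1 PPARG-associated gene was higher and 2 lower of 13, 1 cholesterol synthesis gene was higher of 22, and 3 lipogenesis genes of 18, 3 PPARA targets of 21 and 1 macrophage gene of 24 were lower, with 0 of 24 in the extracellular matrix list, where 0 had an unadjusted p under 0.05.

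The HFCF diet was compared with the HF diet in each sex and genotype. In females, 4526 of 14701 genes were called in controls, 2490 higher and 2036 lower on the HFCF diet, and 2118 of 14650 in labelled knockouts, 1237 higher and 881 lower. With the absolute log2 change of at least 1, these were 1718 and 913. Without HFCF control replicate 2 the first count was 2454, and without HFCF labelled-knockout replicate 4 or replicate 1 the second was 866 or 4402. In males, 3225 of 14475 genes were called in controls, 1877 higher and 1348 lower, and 5962 of 14314 in labelled knockouts, 3095 higher and 2867 lower. The male control count was 5429 without HFCF control replicate 1, and from 2217 to 3029 in the other 11 fits. Between the 2 control comparisons, 2210 genes were called in both sexes, 2209 in the same direction, against 998 expected by chance.

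Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929) rose from 12.7 ± 3.72 to 79.6 ± 37.2 CPM in male controls (n = 6 each, log2 change 2.69, edgeR adjusted p 0.000292) and from 5.76 ± 9.22 to 60.5 ± 23.1 CPM in female controls (n = 4 each, 3.37, adjusted p 0.0202). The female call was lost in 2 of the 8 fits that left out a library. Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192) fell from 92.1 ± 48.6 to 14.8 ± 5.60 CPM in male controls (log2 change -2.61, adjusted p 0.000830). Also named in male controls were Asz1 (3.51), Cyp4a12b (3.12, with close paralogs), Scube3 (2.56, overlapping AC126937.2), Cyp2b13 (-4.12) and Cyp2b9 (-2.75), which are paralogs, and Idi1 (-2.61, overlapping Gm48574). In female controls they were Cyp2c55 (3.51, with close paralogs), Adcy1 (3.47), Scube3 (3.35), Grid1 (-3.28), Cd163 (-3.21), Sult5a1 (-3.08) and Pcp4l1 (-2.91). In male labelled knockouts they were Aqp7 (4.73), Ly6d (4.37), Spink1 (4.28), Shc2 (4.16, overlapping Gm47163), Gtpbp4-ps1 (-3.44, a pseudogene), Serpina1e (-3.02, with close paralogs), Enho (-2.82, overlapping Dnaic1) and Cela1 (-2.04). In female labelled knockouts they were Sprr1a (5.64), Gpnmb (5.53), Ephb2 (5.02), Mmp13 (4.84), Cux2 (-3.56, overlapping Gm15637), Grid1 (-3.10), Ciart (-2.95, overlapping C920021L13Rik) and Enho (-2.79).

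The extracellular matrix list had all 27 members called higher on the HFCF diet in both male genotypes, 22 in female controls and 25 in female labelled knockouts; adjusted over the list alone the counts were 27, 27, 26 and 26. The macrophage and inflammation list had 18 of 26 higher in male controls, 22 in male labelled knockouts, 23 in female controls and 10 in female labelled knockouts, and 23, 23, 24 and 12 over the list alone. All 22 cholesterol synthesis genes were lower in both male genotypes by both adjustments, and 10 in each female genotype, with 13 in controls and 18 in labelled knockouts over the list alone. The PPARG-associated list moved both ways in male controls (3 higher, 1 lower, and 4 and 2 over the list alone). In male labelled knockouts 9 of 14 were higher by both adjustments. In female controls 3 were higher and 1 lower of 14 by both adjustments, and in female labelled knockouts 3 of 13 were higher over all genes and 4 adjusted over the list alone. Lipogenesis had 2 higher and 6 lower of 18 in male controls, 7 and 3 in male labelled knockouts, 6 and 1 in female controls, and 3 and 1 in female labelled knockouts; adjusted over the list alone these were 2 and 9, 9 and 3, 6 and 1, and 4 and 2. PPARA targets had 0 higher and 8 lower of 22 in male controls, 7 and 6 of 21 in male labelled knockouts, 3 and 8 of 22 in female controls, and 2 and 1 of 21 in female labelled knockouts. Adjusted over the list alone these were 0 and 9, 7 and 7, 3 and 10, and 2 and 1.

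Whether the HFCF effect differed between the sexes was called for 1 of 15491 genes in controls, with 2561 at an unadjusted p under 0.05, and for 2 of 15400 in labelled knockouts, with 1829. The first count was 1699 without female HF control replicate 1 and at most 5 in the other 19 fits; the second ran from 0 to 43 (without male HF labelled-knockout replicate 6). The Wald test gave 124 and 177. In controls the gene was Cyp2c55 (ENSMUSG00000025002, chromosome 19, 39007019 to 39042693), which rose from 2.42 to 3.60 CPM in males and from 0.538 to 6.21 CPM in females, an interaction of -2.91 (adjusted p 0.0162). In labelled knockouts they were Pitpnm2 (ENSMUSG00000029406, chromosome 5, 124118690 to 124249760), with an interaction of 0.84 (adjusted p 0.0229), and Gm4956, a pseudogene chosen after its values were seen (-2.60, adjusted p 0.0158). Cyp2c55 kept its call in 18, and Pitpnm2 in 16, of the 20 fits that left out a library.

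**Figure D5:**
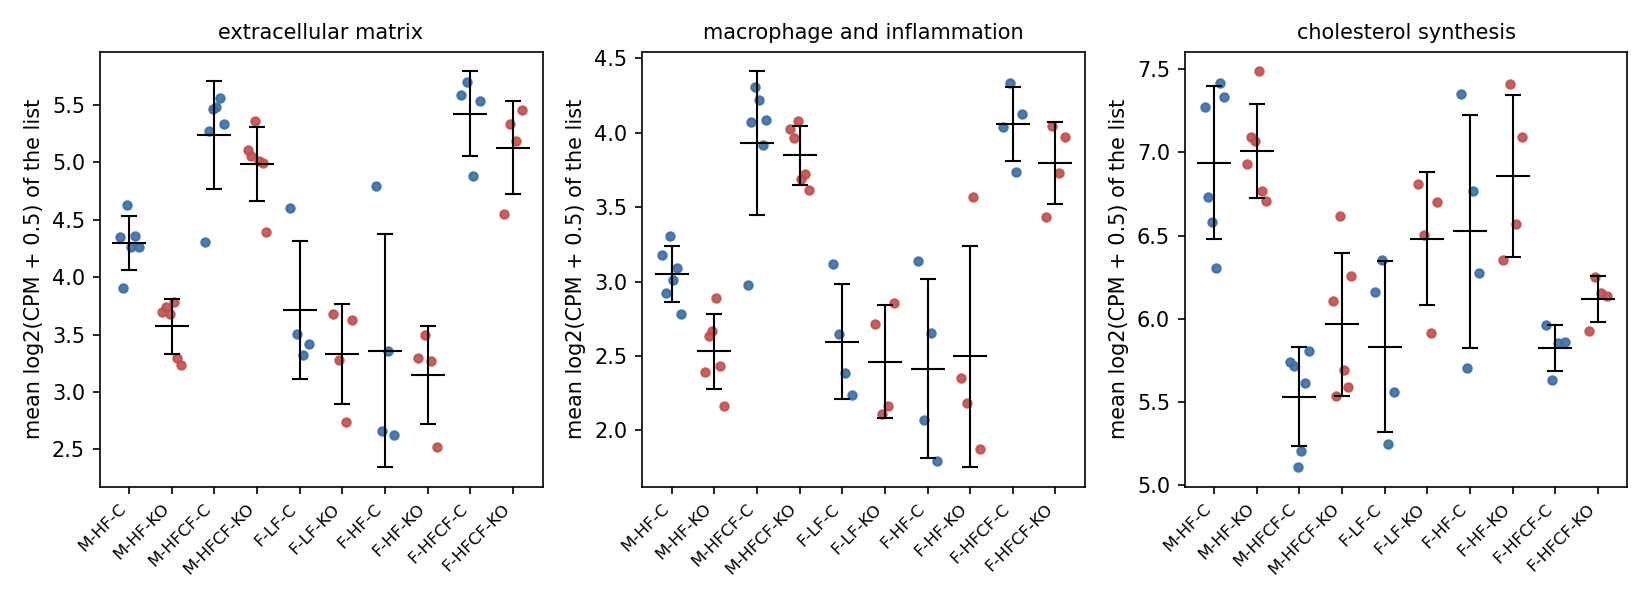
Mean log2(CPM + 0.5) of the extracellular matrix, macrophage and cholesterol synthesis lists in each library (points), with the mean and SD of each group (black) and labelled knockouts in red. HFCF groups lie above HF groups for the first 2 lists and below them for the third, with 1 male HFCF control at 4.30 and 2.98 on the first 2.

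As sets, 48 of the 66 tests by camera at a preset correlation had an adjusted p under 0.05. This number does not separate the groups from other divisions of the same libraries: other splits called a median of 3 to 4 of the 6 lists in each comparison. In none of the 11 comparisons did fewer than 4 splits give as many lists as the real one. With fry 25 tests passed, and with an estimated correlation 6 did. Those 6 were the PPARG-associated list in both male and in the HF and HFCF female labelled-knockout comparisons and between the diets in male labelled knockouts, and the PPARA targets in HF males. An exact permutation test of list means per library, added after the splits were seen and adjusted over 66 tests, passed 10. The PPARG-associated list was lower by 1.78 on the log2 scale in HF males (difference -1.78, below all controls in 6 of 6 libraries, exact p 0.00216, adjusted 0.0159). It was lower in HFCF males (-1.17, 6 of 6, adjusted 0.0159 by exact permutation). In HF males the extracellular matrix list (-0.72, 6 of 6), the PPARA targets (-0.58, 6 of 6) and the macrophage list (-0.54, 5 of 6, adjusted 0.0286 by exact permutation) also passed. The remaining 5 were between HFCF and HF diets: cholesterol synthesis in male controls (-1.41, 6 of 6) and, in male labelled knockouts, cholesterol synthesis (-1.04), extracellular matrix (1.41), macrophage (1.37) and PPARG-associated genes (0.82), each 6 of 6. In females the PPARG-associated list lay below all controls in 4 of 4 HF (-0.86) and 4 of 4 HFCF (-0.83) labelled knockouts, at the smallest exact p that 4 against 4 allow, 0.0286 (adjusted 0.0820). The PPARA targets did so too, in 4 of 4 HF (-0.48) and 4 of 4 HFCF (-0.28) labelled knockouts, at the same p. Between HFCF and HF females some lists also reached it, such as extracellular matrix (2.06 in controls, 1.98 in labelled knockouts).

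The check lists were summed as CPM per library. The sex list, dominated by Xist in females, lay from 144 to 197 CPM in males and from 526 to 1382 CPM in females, so sex matched the labels in each library. The hepatocyte list held 9.29 ± 0.756% of reads in HF control males and 11.2 ± 0.457% in HF labelled-knockout males (n = 6 each; difference 1.89 percentage points, exact permutation p 0.00216, adjusted 0.0108). Group means of the resident Kupffer cell list ran from 246 CPM in HF control males to 520 CPM in HFCF control females. Those of the adipose list ran from 6.96 CPM in LF labelled-knockout females to 36.8 CPM in HFCF control males. Those of the blood list ran from 98.0 CPM in LF control females to 463 CPM in HF labelled-knockout males. In HF males the blood list measured 463 ± 320 CPM in labelled knockouts and 195 ± 30.6 CPM in controls. All 5 blood genes tested had a positive log2 change in each of the 5 labelled-knockout comparisons. Over all genes, 3 were called higher in HF males and 0 in the other comparisons. Adjusted over the list alone, 5 were higher in HF males, 1 in HFCF males, 4 in LF, 0 in HF and 5 in HFCF females. The pancreas list lay between 7.80 and 31.7 CPM, the latter in HF labelled-knockout males, where Cela1 alone measured 31.6 ± 11.6 CPM. The feminized or masculinized liver list lay between 2945 and 3166 CPM in male groups and between 655 and 1487 CPM in female groups.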

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

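The tests of sequencing depth and the regroupings of libraries were planned; the other tests in this part, those of exchanged or wrong labels, of mixtures, of less deletion and of single libraries, were chosen after the results were seen.

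In 90 tests of 9 measures in 10 groups, 7 values from 6 libraries lay far from the others of their group, where chance gives about 1 in 20, or 4.5. These were HF labelled-knockout male replicate 2 (hepatocyte list, 10.3% of reads), HFCF labelled-knockout female replicate 1 (PPARG-associated list, a mean log2 value of 4.18), HFCF control male replicate 1 (extracellular matrix list 4.30 and macrophage list 2.98), HFCF labelled-knockout male replicate 6 (extracellular matrix 4.39), LF control female replicate 1 (extracellular matrix 4.61) and LF labelled-knockout female replicate 3 (PPARA targets 8.26). With each library of the group thinned to the lowest total, the gap over the range was 0.647, 0.926, 0.777, 0.689, 0.620, 0.850 and 0.845 in that order. For HFCF labelled-knockout male replicate 6, which had passed the limit by a margin in the fourth digit, this ratio was then below the limit, though the gap itself went from 0.607 to 0.609. The gaps did not close, which argues against sequencing depth. Chance gives nearly as many, and no biological explanation was tested for these values except those of HFCF control male replicate 1.

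HFCF control male replicate 1 lay among the HF control males on the genes that separate the diets in labelled-knockout males, with a score of -1.12 against -1.22 to -0.97 in HF controls and -0.72 to -0.59 in the other HFCF controls. An exchange of labels with an HF control needs an HF control among the HFCF libraries, and the highest HF control score was -0.975. A mixture of HFCF and HF tissue needs a score between the diets, and -1.12 lies within the HF range. A wrong label on a liver from the HF diet needs its cholesterol synthesis genes at the HF level; their mean was 5.74, against 6.31 to 7.42 in HF controls and 5.11 to 5.81 in the other HFCF controls. A weaker response of the matrix and macrophage genes to the HFCF diet stays open: 1 HF control had a lower score, and 1 liver cannot be told apart from another unlabelled difference between animals.

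In males, the labelled-knockout effect differed between the HF and HFCF diets for 235 genes by the interaction test. In 3 of 40 regroupings of the same libraries, the real one included, as many genes were called. The other 2 of these called 547 and 2240 genes. The draw with 2240 reversed all labels on the HF diet, so it holds the whole labelled-knockout effect of that diet; the cause of the 547 was not tested. The draws are therefore not a clean comparison for the 235 genes, and a chance division is not excluded by them. HFCF control male replicate 1 alone does not account for it, since 282 genes were called without that library. Less deletion on the HFCF diet would leave more of each gene: Cidea stood at 2.23% of its control level in HFCF and 1.53% in HF labelled knockouts, and Cfd at 1.11% and 0.737%, while Cidec stood at 16.8% and 3.91% and Aqp7 at 34.5% and 2.25%. Cd36 stood at 98.8% and 58.2%, Mogat1 at 40.3% and 14.3%, and Plin4 at 13.4% and 6.76%. Among the PPARG-associated genes only Fabp4 (80.1% and 85.3%) and Fitm1 (40.6% and 43.9%) kept less on the HFCF diet. That is the direction that less deletion gives, so less deletion is not excluded. Cidea and Cfd were nearly lost on both diets, which speaks against much less deletion. These are 2 genes, with Cfd at 12 reads in the HFCF labelled knockouts, and do not decide it. A response of part of the genes to the HFCF diet that does not need PPARγ stays open as a hypothesis and was not tested.

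Whether the HFCF effect differed between the sexes was called for 1 gene in controls and 2 genes in labelled knockouts by the interaction test. As many genes were called in 4 of 40 regroupings for controls and 3 of 40 for labelled knockouts, the real one included in each. The others called from 1348 to 6341 genes in controls and 3237 and 6304 in labelled knockouts. The draw with 6341 reversed the diet labels of all females, and that with 6304 kept those of all males; the cause of the other high counts was not tested. A chance division is not excluded for counts of 1 and 2. Paralogs of Cyp2c55 and the parent genes of the pseudogene Gm4956 can share reads with them, and this was not tested. A biological difference between the sexes stays open.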

How the results depend on the processing

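Robust quasi-likelihood estimation and the exact permutation of list means were chosen after seeing the data; the other alternatives were planned. No called result reversed its direction, and robust estimation moved no count of genes past 1.5 times. Of the correlations, which carry no call, 3 changed sign without 1 library: from 0.213 to -0.00425 (HF and HFCF females), from 0.0157 to -0.0820 (LF and HF females) and from 0.0853 to -0.0269 (LF females and HF males).

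With the DESeq2 Wald test the labelled-knockout counts were 7 (LF), 60 (HF) and 80 (HFCF) in females against 0, 0 and 8, and 670 in HFCF males against 324. HF against LF gave 638 and 499 against 99 and 22. Interactions gave 600 (labelled knockout by diet, males) against 235, 2 (labelled knockout by HF or LF, females) against 0, 47 (by sex, HF) and 17 (by sex, HFCF) against 0, and 124 and 177 (diet by sex, controls and labelled knockouts) against 1 and 2. The cause was not tested. In the simulation of HF females the Wald test recovered 78.0% against 74.0%, with 38 false calls against 10. For HF against LF it made 38 false calls against 5 in controls and 37 against 5 in labelled knockouts. The higher Wald counts may therefore hold more false calls.

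With an absolute log2 fold change of at least 1, which drops genes by construction, the counts were 334 and 78 for the labelled knockout in HF and HFCF males, 39 for HF against LF controls, 1718 and 913 in female and 663 and 1265 in male controls and labelled knockouts for HFCF against HF, 75 for the labelled knockout by diet in males, and 1 for diet by sex in labelled knockouts. No filter on low counts gave 1 (HF) and 26 (HFCF) for the labelled knockout in females, 185 and 124 for HF against LF, 1 for the labelled knockout by sex on the HF diet and 18 for diet by sex in labelled knockouts. At least 10 counts in every library gave 0 and 1 for diet by sex in controls and labelled knockouts, because fewer genes were tested, and some named genes had no value there. DESeq2 size factors gave 6 genes for diet by sex in labelled knockouts, 1 positive and 5 negative, against 1 and 1. All groups of the sex in one fit gave 2 for the labelled knockout in HF females, 313 and 114 for HF against LF, and 0.95 for Pparg in HFCF females (adjusted p 0.179). All groups in one fit gave 2 for the labelled knockout by sex on the HF diet, and 0 and 38 for diet by sex. The male interaction with diet already holds all male groups. The cause was not tested for the filter, the size factors or the larger fits.

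Replicate numbers do not pair the libraries: correlations of deviations ran from -0.229 to 0.340, and in 0 comparisons were all pairs over 0.1. With the replicate block the counts were 0 (HFCF females) and 165 (HFCF males) for the labelled knockout, 9 for HF against LF labelled knockouts, 0 and 1180 for HFCF against HF in female controls and labelled knockouts, and Pparg in HFCF females was 1.05 (adjusted p 0.645). HFCF female controls share only 3 numbers with the other groups, so fits with that group held fewer libraries.

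Across the fits that each left out 1 library, counts ran from 0 to 19 (labelled knockout, HFCF females), 2018 to 2777 (HF males), 185 to 1052 (HFCF males), 10 to 112 and 0 to 124 (HF against LF, controls and labelled knockouts), 2454 to 6530 and 866 to 4402 (HFCF against HF, females), 2217 to 5429 and 5105 to 6036 (males), 119 to 412 (labelled knockout by diet, males), 0 to 287 and 0 to 1 (by sex, HF and HFCF), and 0 to 1699 and 0 to 43 (diet by sex). LF and HF females and both female interactions stayed at 0. Pparg ran from 0.30 to 0.78 (LF females), 0.43 to 0.77 (HF), 0.83 to 1.03 (HFCF), 0.11 to 0.41 (HF males) and 0.75 to 0.87 (HFCF males). The correlation between HF females and HF males ran from 0.00388 to 0.483. Those of LF with HF females, LF females with HF males and HF with HFCF females fell as low as -0.0820, -0.0269 and -0.00425. Among genes with a mean of at least 10 CPM the 10 correlations were between 0.0896 and 0.619. List tests passed ran from 45 to 54, against 48; fry gave 25, an estimated correlation 6 and the permutation of list means 10.

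For named genes, 793 values kept their call without 1 library and 111 were weaker; all groups of the sex left 64 and weakened 4, robust estimation 62 and 6, the block 47 and 21, and all groups 1 and 1. The Wald test, the size factors and no filter kept all 78, and at least 10 counts kept the 50 that had a value there. The log2 limit was applied to counts of genes only, and named genes under it, such as Tgfbr2 and Pitpnm2, are dropped by it. For single list tests, fry kept 43 and weakened 23, the estimated correlation 24 and 42, the permutation 28 and 38, and the block kept 60, strengthened 4 and weakened 2. In the simulation of HF females 74.0% of the 200 changed genes, with log2 changes of 1 or 2, were recovered among 13926. In the data of HF females, Cidec stood at 17.1% and Plin4 at 11.7% of control, larger changes than those simulated, and neither was called. The simulated recovery therefore does not carry over to these libraries, and the count of 0 leaves changes of the simulated size open.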

Other observations

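The splits of libraries, the draws of males at 4 libraries per group and the score of sex-biased genes were planned; the tests of labels, hepatocyte share, undeleted exons, adipose tissue, single libraries and clock genes were chosen after the results were seen.

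Pparg was higher in labelled-knockout males on the HFCF diet (adjusted exact permutation p 0.0108). In HFCF females each labelled knockout lay above each control. The adjusted exact permutation p there was 0.0714, and the edgeR call held in 1 of the 8 fits that left out a library. In HF males, HF females and LF females no difference was shown (exact permutation p 0.502, 0.0571 and 0.2). Exchanged labels do not account for the rise in HFCF males, because the PPARG-associated genes were lower there, with a median log2 change of -0.73. A smaller share of hepatocytes was not seen in the reads. The share on the hepatocyte list was higher by 0.892 percentage points in HFCF labelled-knockout males (exact permutation p 0.00433). Of its 10 genes, 0 were called over all genes there. The resident Kupffer cell list was also higher, at 450 ± 90.7 against 378 ± 81.9 CPM (n = 6 each). The read share argues against fewer hepatocytes but cannot exclude them, because it does not count cells. Reads from the part of the gene that the deletion leaves in place could give the log2 rise of 0.81 in HFCF males, and without counts per exon this cannot be told apart from a rise of the whole transcript in hepatocytes or other cells.

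On the HF diet 2591 genes were called for the labelled knockout in males and 0 in females. Fewer libraries per group alone do not account for this. Males drawn at 4 libraries per group gave a median of 1556 called genes (775 to 2519 over 40 draws). Those draws kept the spread of the males, whose biological coefficient of variation was 0.138, against 0.210 in HF females. A larger spread among females is therefore not excluded. HF control female replicate 1 alone does not account for the difference in counts either. The count in females stayed at 0 without that library, in a fit with fewer controls, and 287 genes then differed between the sexes. That library had a score of -0.267 on the genes that separate the diets in labelled-knockout females, against -1.07 to -0.80 in the other HF controls and -0.14 to 0.26 in HFCF controls. An exchange of labels with an HFCF control needs one of these among the HF libraries, and the lowest was at -0.143. A wrong label on a liver from the HFCF diet needs its cholesterol synthesis genes at the HFCF level, and their mean was 7.35, the highest of the HF controls (from 5.71), against 5.63 to 5.96 there. A mixture of HF and HFCF tissue needs these genes between its sources, and they lay 0.582 above the highest of the other HF controls. That margin is smaller than the SD of the HF controls, 0.701, and HF labelled-knockout female replicate 2 stood higher, at 7.41. In 28 computed mixtures a measured female HF library, control or labelled knockout, was mixed with an HFCF control female library. Reaching the matrix genes of HF control replicate 1 took at least 39% HFCF tissue and left the cholesterol mean at 6.97 or less. With HF controls alone it took at least 41% and left 6.47 or less. Given the spread among HF livers, a mixture is not excluded. An early response of that animal cannot be told apart from another unlabelled difference between animals, because it is 1 liver and no label records either. Its extracellular matrix mean of 4.79 (2.63 to 3.35 in the other HF controls) and its macrophage mean of 3.14 (1.79 to 2.65) also lay toward the HFCF controls.

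Adipose tissue in the control samples does not account for the lower PPARG-associated genes, because Adipoq had 4 reads over all 24 control libraries.

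Clock genes differed between the diets. The score of evening minus morning genes was 1.68 higher in HF than LF control females and 1.23 higher in the labelled knockouts, and differed by -1.54 and -2.07 between HFCF and HF females and by -1.14 and -0.81 in males (each exact permutation p at most 0.0286 with adjustment). Between labelled knockouts and controls it differed by -0.45 to 0.54, with exact permutation p from 0.114 to 0.682. The 1.68 is consistent with livers collected at different times of day, and an effect of diet on the clock gives the same pattern, so part of the diet differences may follow collection time. The time of collection is not stated in the labels.

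In HFCF males, the score of 184 female-biased minus 242 male-biased genes was 0.503 higher in labelled knockouts than in controls (exact permutation p 0.0195, adjusted 0.0390), where the sexes differed by 1.61. This difference has the sign of a shift of male livers toward the female pattern. No score expected from the choice of genes alone was set beside it, so such a shift stays open. In HF males the difference was 0.410 (exact permutation p 0.0866), and the medians of both gene groups were negative there.

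In the pairwise comparisons with called genes, no other split of the libraries gave as many as the real one. Among all 35 splits, 35 did so for the labelled knockout in LF and in HF females, which a count of 0 fixes in advance, and 1, the real one, in HFCF females and in each of the 4 female diet comparisons. Of 100 drawn splits, 1, the real one, did so in each of the 4 male comparisons. Among 40 regroupings for interactions with 0 genes called, 40 likewise gave as many for each of the 2 female diet interactions and for both labelled-knockout-by-sex interactions. For the 6 lists tested by camera, 19, 22 and 4 of 35 splits gave as many calls for the labelled knockout in LF, HF and HFCF females, 34 and 8 for HF against LF in controls and labelled knockouts, and 5 and 8 for HFCF against HF. Of 100 splits in males, 34 and 32 did so for the labelled knockout on the HF and HFCF diets, and 64 and 49 for the diets in controls and labelled knockouts. The camera counts therefore do not set the real groups apart from other divisions of the libraries.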
